A study of Mus musculus with 8 samples. Its data were reported in "Engineering mouse cell fate controller by rational design" (2024).

How the data were processed

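CUT&Tag, in which an antibody directs a transposase to its target so that nearby DNA is tagged for sequencing, was performed on mouse embryonic fibroblasts at day 5 of reprogramming. Cells received Oct4 together with either wild-type Nanog (NanogWT) or NanogBiD, a fusion of Nanog with the domain of SS18 that binds BRG1. The labels name the fusion arm by the length of that domain, and its identity with NanogBiD was taken from the study's text. Antibodies were directed at the FLAG tag on NANOG, at BRG1 (the ATPase of the BAF chromatin remodelling complex), and at the histone marks H3K27ac and H3K4me1. This gave 8 groups, 4 targets in each of 2 arms, with 1 library per group.

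Per the methods of the study, the authors trimmed reads with Trim Galore, aligned them to the mouse genome build mm10 with Bowtie 2, and removed repetitive, poorly mapped and mitochondrial reads with SAMtools. The authors merged replicates before calling peaks with MACS, with duplicates reduced to a single tag, no fragment model and no control library named. The number of replicates merged into each list was not stated beyond a general minimum given for all experiments of the study. The authors deposited a peak list and a summit list for each library. In the deposited peak lists the score of a peak is the peak caller's significance score, and the lowest value in every list was 50.0. In the deposited summit lists the signal is the tag pileup at the summit, a whole number that is called the summit height here. Neither value was scaled by the authors to the depth of the library. The number of sequenced tags is not in the lists, so the depth of each library is unknown, and more peaks can be called from a deeper library. A planned estimate of the number of tags from the relation of score to height was not made, because scores at any given height varied too widely.

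Peaks and summits were joined by name. Peaks of the lists compared were merged into regions when they overlapped or touched, and a region was shared when it held a peak of each list. Overlaps needed at least 1 bp. The Jaccard index is the number of shared regions divided by the number of all regions. The Jaccard indices, and the shares of FLAG and BRG1 peaks overlapping another target in the same arm, were set beside 100 random placements. In these, a list was shifted around each chromosome by a random distance. Other overlaps were not. These placements ignored gaps and sequence that cannot be mapped, so they understate the overlap that chance gives. FLAG and BRG1 lists of both arms were also merged together, and each region was classed by which of the 4 lists had a peak there. Changes in summit height were expressed as log2 of NanogBiD over NanogWT at regions with peaks in both arms, using the highest summit of each list. Spearman correlations of changes were computed across regions, with each chromosome left out in turn. Regions are not independent replicates, so no p-value is given.

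Promoters were defined as 2 kb either side of a transcription start site of the GENCODE annotation for the same genome build, and covered 10.9% of chromosomes 1 to 19 and X. Enhancer regions were H3K27ac peaks that overlapped an H3K4me1 peak of the same arm. Consensus matches were counted on both strands within 50 bp either side of the FLAG summit and in a window of the same size 1 kb downstream. The consensus sequences, written with the standard codes for ambiguous bases, were TGASTCA for AP-1, ATGCAAAT for the OCT octamer, TTSTNATGCAAA for a composite OCT-SOX site, ACAAWRG for SOX, GGAATG for TEAD, TGTGGTT for RUNX and CCASYAGRKGGC for CTCF. A list of 14 gene loci was fixed before the data were examined, as were the rules for naming regions, the main settings and most alternatives. For each locus, peaks were counted in the gene body and 20 kb either side. From each of 2 classes, regions with FLAG and BRG1 peaks in NanogBiD alone or in NanogWT alone, the 3 with the highest value of the lower of their FLAG and BRG1 scores were named. Sequences outside these chromosomes were kept except in motif counts, correlations without a chromosome and random placements.

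Shares are given with Wilson 95% intervals, and ratios of peak numbers with intervals from the exact binomial distribution. These intervals cover counting error only. They do not cover the variation between cultures, which cannot be measured with 1 merged library per group, and no test between arms was made. Alternatives were a score of at least 100, the 20000 highest-scoring peaks of each list, standard chromosomes only, overlap of at least 50% of both peaks, windows of 100 bp either side of the summit, merging across gaps of 500 bp, scores in place of heights, promoters of 1 kb and motif windows of 25 bp. A summit height of at least 15 tags was added after the data had been seen. Region classification and correlation were tested on simulated data for the 4-list classification of FLAG and BRG1. The class totals of 40000 simulated sites differed from the true totals by 0, and a simulated correlation of 0.483 was recovered as 0.477. Simulated sites lay too far apart to merge with their neighbours, and their heights had no counting noise. The simulation therefore checked the computation, and not how neighbouring peaks or noise in low heights affect these data. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the genome was indexed with samtools 1.23.1.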

Results

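Peak lists were compared from 8 CUT&Tag libraries of mouse embryonic fibroblasts at day 5 of reprogramming with Oct4 and either NanogWT or NanogBiD. Each of the 4 targets, FLAG-tagged NANOG, BRG1, H3K27ac and H3K4me1, had 1 library per arm. The authors had merged replicates before peak calling, so differences between arms could not be set against the spread between cultures. The lists held between 30859 and 74782 peaks and the sequencing depth was unknown.

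The first question was whether the fusion changed how many sites each target occupied. The FLAG list held 58940 peaks in NanogWT and 74782 in NanogBiD, a ratio of 1.27 (95% interval 1.26 to 1.28). For BRG1 the numbers were 30859 and 53748, a ratio of 1.74 (1.72 to 1.77). The H3K27ac lists held 35452 and 42598 peaks, a ratio of 1.202 (1.18 to 1.22). H3K4me1 went the other way, with 72242 peaks in NanogWT and 57156 in NanogBiD, a ratio of 0.791 (0.783 to 0.800). The length covered by BRG1 peaks was 35.5 Mb in NanogWT and 55.6 Mb in NanogBiD. H3K4me1 peaks covered 81.1 Mb and 59.3 Mb. With a score of at least 100, the BRG1 ratio was 1.88 and the H3K4me1 ratio 0.673.

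**Figure D1:**
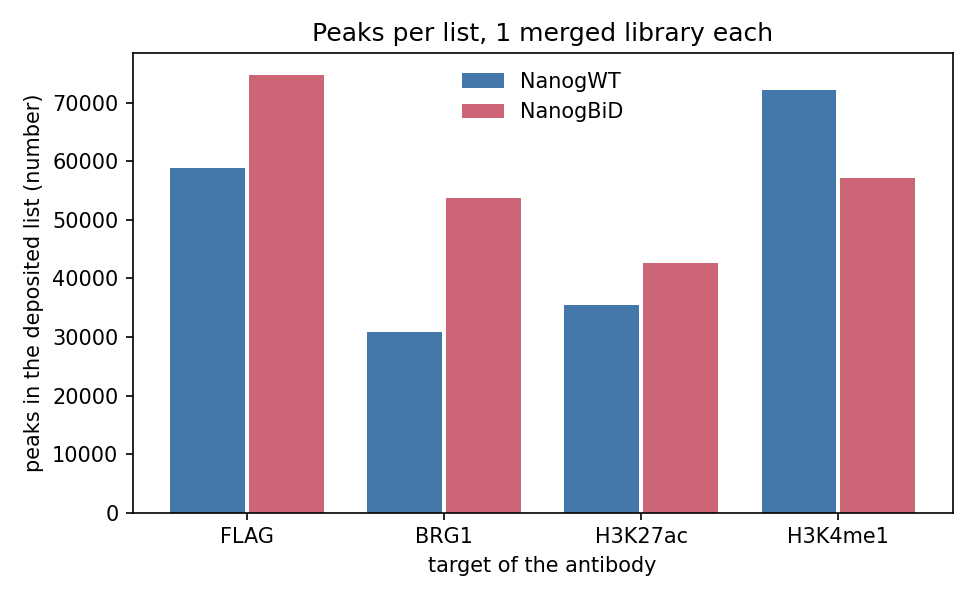
Bars give the number of peaks in each deposited list, with the target of the antibody on the x axis and NanogWT and NanogBiD side by side, 1 merged library per bar and no error bars. FLAG, BRG1 and H3K27ac bars are higher in NanogBiD, while H3K4me1 is lower, at 57156 against 72242 peaks.

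Median summit heights were close between arms, at 14 tags in NanogWT and 15 in NanogBiD for FLAG, 13 in both for BRG1, 16 in both for H3K27ac, and 15 and 14 for H3K4me1. At regions with a peak in both arms, the median log2 ratio of summit heights, NanogBiD over NanogWT, was 0.15 for FLAG, 0.14 for BRG1 and 0.08 for H3K27ac. It was -0.18 for H3K4me1. Heights were not scaled to depth, so these shifts include any difference in tag number between libraries.

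The overlap of the arms was then measured for each target. FLAG peaks formed 88195 regions, of which 44529 were shared, 13966 were found in NanogWT only and 29700 in NanogBiD only. The Jaccard index was 0.505 (0.502 to 0.508), against a mean of 0.0284 over 100 random placements. BRG1 had 24738 shared regions, 5888 in NanogWT only and 28776 in NanogBiD only, with a Jaccard index of 0.416 (0.412 to 0.420) against 0.0171 at random. The index was 0.564 (0.559 to 0.568) for H3K27ac and 0.479 (0.476 to 0.483) for H3K4me1, where 30087 regions were found in NanogWT only and 14986 in NanogBiD only. Windows of 100 bp either side of the summit lowered the FLAG index most, to 0.362. Of NanogWT BRG1 peaks, 80.9% overlapped a NanogBiD BRG1 peak, and 46.5% of NanogBiD BRG1 peaks overlapped one of NanogWT.

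Within each arm, NANOG and BRG1 sites were compared to ask how often they coincided. In NanogWT, 44.1% of FLAG peaks (43.7 to 44.5) overlapped a BRG1 peak, and in NanogBiD 64.7% did (64.4 to 65.1). Random placement gave means of 2.77% and 4.45%. Conversely, 84.4% of BRG1 peaks overlapped a FLAG peak in NanogWT and 90.5% in NanogBiD. When both lists were limited to the 20000 highest-scoring peaks, the shares of FLAG peaks with BRG1 were 60.5% and 77.5%. The share of FLAG peaks with H3K27ac was 48.9% in NanogWT and 48.3% in NanogBiD, while that with H3K4me1 was 63.6% and 49.0%.

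Regions were then classed by FLAG and BRG1 peaks in both arms. Of 29547 regions with FLAG in NanogBiD only, 10376 had BRG1 in NanogBiD only, 35.1% (34.6 to 35.7), and 17316 had no BRG1 peak in either arm. BRG1 in NanogWT only was found in 581 of them. Of 13862 regions with FLAG in NanogWT only, 1448 had BRG1 in NanogWT only, 10.4% (9.95 to 10.97), and 969 had BRG1 in NanogBiD only, 6.99% (6.58 to 7.43). Among 44464 regions with FLAG in both arms, BRG1 was present in both arms in 22084 and in NanogBiD only in 14212, or 32.0% (31.5 to 32.4). It was present in NanogWT only in 1427 of the shared regions, and 6741 had no BRG1 peak. With the 20000 highest-scoring peaks of each list, the share of NanogBiD-only FLAG regions with BRG1 in NanogBiD only was 42.7%, and that of NanogWT-only FLAG regions with BRG1 in NanogWT only was 22.9%. With heights of at least 15 tags these shares were 21.9% and 7.12%. With summit windows, NanogWT-only FLAG regions had BRG1 in NanogBiD only slightly more often than in NanogWT only, at 9.42% against 9.12%.

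**Figure D2:**
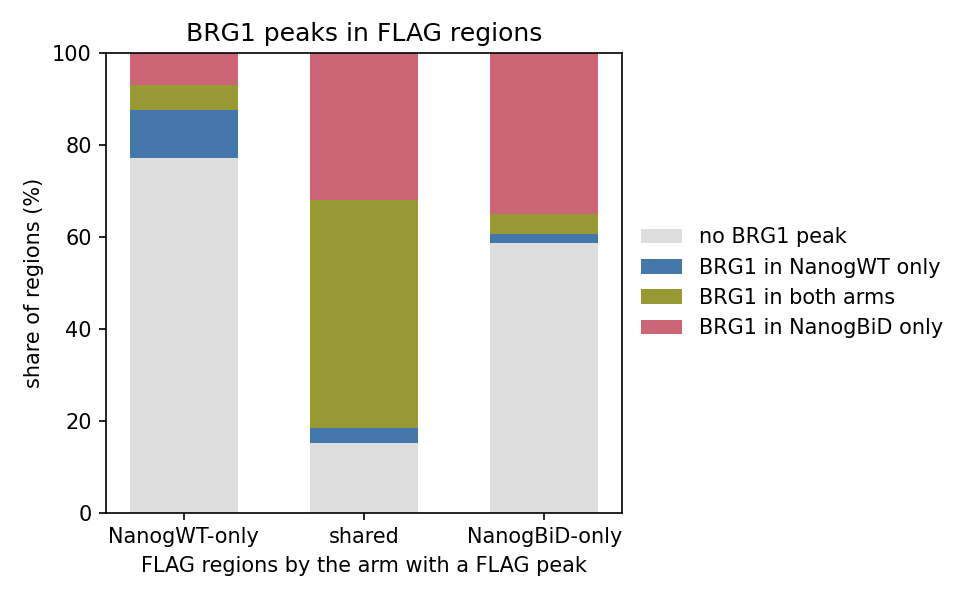
Stacked bars give the share of FLAG regions, in percent on the y axis, by BRG1 peaks in no arm, in NanogWT only, in both arms or in NanogBiD only, for regions with FLAG in NanogWT only, in both arms or in NanogBiD only on the x axis. BRG1 in NanogBiD only takes 6.99%, 32.0% and 35.1% of these classes.

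Histone marks were compared at the regions where FLAG and BRG1 changed together. Among the 10376 regions with both in NanogBiD only, 28.5% had an H3K27ac peak in NanogBiD and 6.72% in NanogWT. H3K27ac was present in NanogBiD but not NanogWT in 22.8% (22.0 to 23.6) and the reverse in 1.03% (0.854 to 1.24). For H3K4me1 the values were 17.8% (17.1 to 18.6) and 7.36% (6.88 to 7.88). This difference was not kept with heights of at least 15 tags, where H3K4me1 was gained in 10.5% (9.61 to 11.5) and lost in 10.7% (9.82 to 11.7). Among the 1448 regions with FLAG and BRG1 in NanogWT only, H3K27ac was lost from NanogBiD in 32.6% (30.2 to 35.1) and H3K4me1 in 35.0% (32.6 to 37.5), while they were gained in 4.90% (3.91 to 6.14) and 4.21% (3.29 to 5.37). With the 20000 highest-scoring peaks H3K27ac was lost in 33.7% and gained in 2.29%, and H3K4me1 was lost in 15.2% and gained in 7.71%. Where FLAG was shared and BRG1 was in NanogBiD only, H3K27ac peaks were found in 24.8% of regions in NanogWT and 52.7% in NanogBiD. H3K4me1 peaks were found in nearly equal shares of these regions, 51.5% in NanogWT and 52.1% in NanogBiD.

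Whether the sizes of NANOG and BRG1 changes went together was examined at the 22084 regions with all 4 peaks. The Spearman correlation of the log2 height changes was 0.219 across regions, and lay between 0.214 and 0.227 when each chromosome was left out. It was 0.125 at promoters and 0.323 elsewhere. Each of the other pairs of targets had its own set of regions, between 18064 and 24459 in number. Each of the 6 pairs of targets was correlated at its own set of regions, those with peaks of both targets in both arms. The correlation was 0.301 for FLAG with H3K27ac, 0.298 for BRG1 with H3K27ac and 0.151 for FLAG with H3K4me1. It was 0.159 for the pair of marks and 0.0691 for BRG1 with H3K4me1. Heights of at least 15 tags lowered the FLAG and BRG1 correlation to 0.117. Counting regions with BRG1 in 1 arm as enough gave 0.353. A missing BRG1 height was then set to 8 tags, a low height of either list. The value of 0.353 is therefore partly set by which arm had the peak.

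FLAG regions specific to an arm lay mostly away from promoters. Promoters held 16.0% (15.4 to 16.6) of NanogWT-only, 29.8% (29.4 to 30.2) of shared and 12.9% (12.6 to 13.3) of NanogBiD-only FLAG regions. Of BRG1 peaks, 42.9% lay at promoters in NanogWT and 28.7% in NanogBiD. With promoters of 1 kb the share of NanogBiD-only FLAG regions was 7.99%.

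Enhancer regions carrying both marks numbered 20263 in both arms, 7906 in NanogWT only and 10098 in NanogBiD only. This order of the arm-specific classes did not hold throughout: with a score of at least 100 they numbered 4572 and 3968. In NanogBiD-only enhancer regions, a BRG1 peak was present in 31.2% (30.3 to 32.1) in NanogWT and 73.0% (72.1 to 73.9) in NanogBiD. With the 20000 highest-scoring peaks of each list these shares were 61.7% and 66.1%, so the difference was much smaller at equal list size. With all peaks, FLAG was present in NanogBiD-only enhancer regions in 64.5% in NanogWT and 81.4% in NanogBiD, and with the 20000 highest-scoring peaks in 53.4% and 58.2%. In NanogWT-only enhancer regions, BRG1 peaks were found in 3601 regions in each arm, 45.5% (44.5 to 46.6), while FLAG peaks were found in 70.0% in NanogWT and 53.8% in NanogBiD. The equal BRG1 shares depended on the setting, with 62.6% in NanogWT and 38.2% in NanogBiD for the 20000 highest-scoring peaks, and 48.8% and 53.5% for a score of at least 100.

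Sequence motifs at FLAG summits were compared between the classes. AP-1 matches were found at 4.30% (3.98 to 4.65) of NanogWT-only, 7.39% of shared and 7.74% (7.44 to 8.05) of NanogBiD-only summits, against 1.51%, 1.68% and 1.82% in windows 1 kb away. The OCT octamer was found at 1.30% (1.13 to 1.51), 2.23% and 2.89% (2.71 to 3.09), against 0.659%, 0.631% and 0.647% away from the summit. SOX matches rose from 7.15% in NanogWT-only to 10.1% in NanogBiD-only summits, with 6.89% and 6.96% in the distant windows. The composite OCT-SOX site was rare, at 4 NanogWT-only, 56 shared and 50 NanogBiD-only summits. TEAD went the other way, with 8.42% (7.97 to 8.89) of NanogWT-only and 6.38% (6.11 to 6.67) of NanogBiD-only summits. RUNX shares of 3.44% and 3.47% and CTCF shares of 0.215% and 0.226% lay within each other's intervals. Motif windows of 25 bp lowered the AP-1 share of NanogBiD-only summits to 3.96%.

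**Figure D3:**
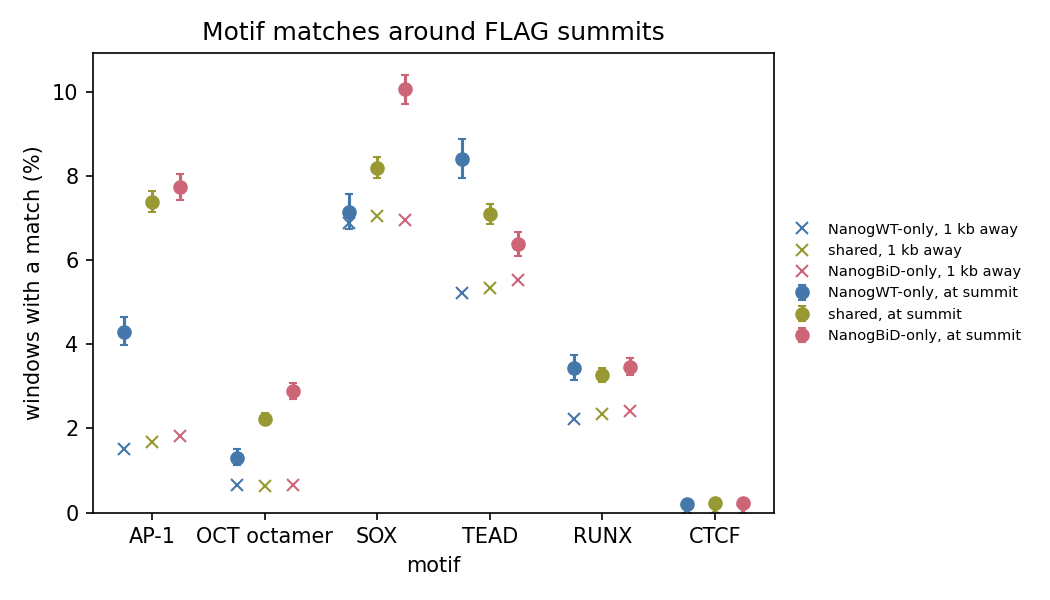
Points give the percent of windows around FLAG summits with a consensus match on the y axis, by motif on the x axis and class of FLAG region by colour, with Wilson 95% intervals as bars, and crosses give windows 1 kb away. AP-1 is at 4.30% in NanogWT-only and 7.74% in NanogBiD-only summits, while TEAD is at 8.42% and 6.38%.

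At the 14 listed gene loci, the BRG1 lists held 18 peaks in NanogWT and 28 in NanogBiD, with more in NanogBiD at 7 loci, fewer at 2 and equal numbers at 5. FLAG peaks numbered 35 and 50, H3K27ac peaks 18 and 28, and H3K4me1 peaks 56 and 46. The loci include Sall4, Esrrb, Mir302 and Dppa5a, which the study named from the same experiment as targets of NanogBiD and BRG1. The counts therefore do not describe an unselected set of genes. BRG1 peaks in NanogBiD without any in NanogWT were found at Esrrb and Dppa5a, and no locus had the reverse. BRG1 peaks were fewer in NanogBiD at Sox15, with 3 in NanogWT and 2 in NanogBiD, and at Thbd, with 2 and 1. At Sox15 a promoter peak of 19 tags was found in NanogWT only. The Thbd peaks of both arms lay in a single shared region, with a highest summit of 21 tags in NanogWT and 25 in NanogBiD. The lower count at Thbd is therefore not a loss of BRG1. At Sall4 NanogBiD had 2 BRG1 peaks and NanogWT 1. The highest summit was taller in NanogWT, at 23 tags against 16, in a region outside the gene body. At the Sall4 promoter, FLAG at 14 tags and BRG1 at 11 tags were found in NanogBiD only. At Esrrb (mm10 chromosome 12, 86361117 to 86521628), BRG1 had 5 peaks in NanogBiD with a highest summit of 12 tags, and FLAG had 5 against 1 in NanogWT. At Dppa5a (chromosome 9, 78367052 to 78368177), BRG1 had 1 peak of 10 tags in NanogBiD, and FLAG had 4 with a highest summit of 22 tags and none in NanogWT. At the Mir302 cluster (chromosome 3, 127545228 to 127545807), the region from 127544542 to 127545497 overlapped the start of the cluster. This region had a FLAG height of 8 tags in NanogWT and 30 in NanogBiD, with BRG1 at 18 tags in NanogBiD only. Sox2 (chromosome 3, 34650405 to 34652461) had 2 FLAG peaks in NanogWT, with a highest summit of 10 tags, and none in NanogBiD, and no BRG1 peak in either arm. Many of these summits were near the lowest heights that the lists contained.

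The 3 highest-scoring regions with FLAG and BRG1 in NanogBiD only were on chromosome 11 from 88014507 to 88016454, chromosome 16 from 55784017 to 55785361 and chromosome 3 from 6886096 to 6887923. The first had summits of 44 tags for FLAG and 39 for BRG1, lay in an intron of Gm11508 and was 27.7 kb from the nearest start site, that of Dynll2. The second, with 50 and 35 tags, was intergenic, 5.71 kb from Gm26369. The third, with 36 and 27 tags, was intergenic, 90.3 kb from Gm22074. Those with both in NanogWT only were on chromosome 10 from 91260683 to 91261834, with 23 and 21 tags, chromosome 12 from 29136743 to 29138353, with 29 and 22 tags, and chromosome 9 from 113588229 to 113590031, with 26 and 16 tags. The first and second were intergenic, 2.02 kb from Gm18705 and 1.86 kb from Gm31333, and the third lay in an intron of AU023762.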

Values the study reported

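The study reported 10,376 regions, about 35%, with NANOG and BRG1 together in the class found in NanogBiD only. For a further 17,316 regions of that class, about 57%, the study reported much weaker occupancy by both proteins. In the class common to both arms, it reported 14,212 regions with strong BRG1 in NanogBiD and 6741 with relatively weak BRG1.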

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

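Of the tests in this part, the one on summit heights was chosen only after summary heights of the whole lists had been seen. The test on the share of strong regions was written down before its value was computed, but also when those summary heights were already known, and without a numeric limit.

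The H3K4me1 peak number ratio of NanogBiD over NanogWT was 0.791, opposite in direction to FLAG, BRG1 and H3K27ac, whose ratios were 1.27, 1.74 and 1.202. With 1 merged library per group this difference between targets was not tested. Of the H3K4me1 regions found in NanogWT only, 12.2% had a summit above the median of the shared regions. The corresponding share was 19.2% for regions found in NanogBiD only, and there was no value without change to set it against, so whether mainly weak sites were lost stays open. A lower tag yield of the NanogBiD H3K4me1 library stays open and may account for the direction, because summit heights at shared regions were lower in NanogBiD, with a median log2 ratio of -0.18. An effect of the fusion on the mark would lower the heights as well and was not tested separately, and the tag numbers that would part these explanations are unknown.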

How the results depend on the processing

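The alternative of a summit height of at least 15 tags was chosen only after the data had been seen. No paired analysis was possible because each group had 1 merged library and the labels give no replicate numbers. An alternative fixed in advance that scales heights to an implied number of tags was not run, because that number could not be had, so depth limits every comparison of peak numbers and of heights between arms. Overlap of 50% of both peaks was run for pairs of lists only. For changes in value the cause was not tested.

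The peak number ratios stayed on their side of 1 and the correlation of FLAG and BRG1 changes stayed above 0. Other values are shares and counts without a sign, so 24 contrasts between them were followed for their order, of which 17 kept it in the alternatives run and 7 did not. Among the 7, BRG1 in NanogWT-only enhancer regions was a tie of 3601 regions in each arm, so it had no order to keep. Standard chromosomes only removed at most 19 peaks from a list and could hardly move any value. It is counted among the alternatives here and below all the same. In the main comparisons, values left the main 95% interval, or for the correlation the range over left-out chromosomes, in 69 recomputations and stayed inside in 23. Other values with an interval left it in 143 and stayed inside in 149. Numbers of enhancer regions have no interval, and changed by a factor above 1.5 in 9 recomputations and by less in 9. With a score of at least 100, the peak number ratios were 1.24 for FLAG, 1.88 for BRG1, 1.14 for H3K27ac and 0.673 for H3K4me1. With heights of at least 15 tags they were 1.44 for FLAG, 1.18 for H3K27ac and 0.602 for H3K4me1, while BRG1 stayed within its interval.

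The Jaccard index depended on how overlap was counted. For FLAG it was 0.468 with the 20000 highest-scoring peaks, 0.433 with overlap of 50% of both peaks, 0.362 with summit windows, 0.518 with merging across 500 bp and 0.457 with heights of at least 15. For BRG1 it was 0.423 with a score of at least 100 and, in the order just given, 0.461, 0.366, 0.270, 0.427 and 0.402. For H3K27ac the same 6 settings gave 0.625, 0.642, 0.493, 0.326, 0.575 and 0.610. For H3K4me1 they gave 0.437, 0.451, 0.413, 0.287, 0.4999 and 0.397.

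The share of FLAG peaks with BRG1 was higher in NanogBiD in 6 of 6 alternatives. In NanogWT it was 38.3% with a score of at least 100, 60.5% with the 20000 highest-scoring peaks, 37.1% with overlap of 50% of both peaks, 31.7% with summit windows and 35.6% with heights of at least 15. In NanogBiD these were 60.8%, 77.5%, 61.0%, 53.2% and 49.6%. The share of NanogBiD-only FLAG regions with BRG1 in NanogBiD only was 30.8% with the higher score, 42.7% with the highest-scoring peaks, 30.2% with summit windows and 21.9% with the height limit. The share of NanogWT-only FLAG regions with BRG1 in NanogWT only was 7.66%, 22.9%, 9.12% and 7.12%, so the arms differed least in proportion at equal list size. With summit windows, BRG1 in NanogBiD only passed it at 9.42%. At regions with FLAG and BRG1 in NanogBiD only, the share that gained H3K27ac was 19.6%, 21.7%, 21.4% and 25.3% under these 4 settings. H3K4me1 was gained there in 8.88% and lost in 6.36% with the higher score, and gained in 10.5% and lost in 10.7% with the height limit.

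The correlation of FLAG and BRG1 changes was 0.149 with the higher score, 0.143 with the highest-scoring peaks, 0.214 with summit windows, 0.242 with scores in place of heights, 0.353 with 1 BRG1 list enough and 0.117 with the height limit. With 1 BRG1 list enough, the missing BRG1 height was filled in at 8 tags, so 0.353 does not rest on measured heights alone. The promoter share of NanogBiD-only FLAG regions was 14.4% with the higher score, 16.1% with the highest-scoring peaks, 18.0% with summit windows, 12.4% with merging, 7.99% with promoters of 1 kb and 16.95% with the height limit, and it stayed below that of NanogWT-only regions in 7 of 7 alternatives. The AP-1 share of NanogBiD-only summits was 8.76%, 9.89%, 7.12% and 9.77% with the higher score, the highest-scoring peaks, summit windows and the height limit, and 3.96% with 25 bp either side. It exceeded the NanogWT-only share in 7 of 7 alternatives. The TEAD share kept its opposite order in 7 of 7, and the RUNX order changed in 1.

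BRG1 was present in NanogBiD in 70.8% of NanogBiD-only enhancer regions with the higher score, 66.1% with the highest-scoring peaks, 62.4% with summit windows and 57.5% with the height limit. In NanogWT it was present in 35.8%, 61.7%, 37.4% and 24.8% of them, so the contrast nearly vanished with the highest-scoring peaks. In NanogWT-only enhancer regions the equal BRG1 shares became 62.6% in NanogWT and 38.2% in NanogBiD with the highest-scoring peaks, and 48.8% and 53.5% with the higher score. In shared enhancer regions the order of the arms changed with the highest-scoring peaks, for BRG1 to 87.6% in NanogWT and 76.5% in NanogBiD and for FLAG to 70.5% and 64.6%, and for FLAG also with summit windows. The numbers of arm-specific enhancer regions changed order in 2 of 6 alternatives. With the higher score there were 3968 in NanogBiD only and 4572 in NanogWT only, and with the height limit 4116 and 5409.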

Other observations

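The tests on BRG1 gain by class of FLAG region, on motifs, on the Nanog gene and on the Pou5f1 locus were chosen only after the results had been seen, and the limits separating their outcomes were set then too. The tests on BRG1 heights and on the partial correlation were written down before their values were computed, when summary heights of whole lists were already known.

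The larger number of BRG1 peaks in NanogBiD could not be separated from sequencing depth. BRG1 heights at shared regions had a median log2 ratio of 0.14 in favour of NanogBiD, so a higher tag yield may account for some of the gain, although FLAG heights shifted by 0.15 with a smaller gain in peaks. Among regions without NanogWT BRG1, NanogBiD BRG1 was present in 8.32% (7.83 to 8.83) with FLAG in NanogWT only, in 37.5% (36.9 to 38.04) with FLAG in NanogBiD only and in 67.8% (67.2 to 68.5) with shared FLAG. After matching on FLAG height the latter 2 shares were 26.8% and 38.1%, and the share was 3.22 times as high with FLAG in NanogBiD only as with FLAG in NanogWT only. The mirror comparison, NanogWT BRG1 in regions without NanogBiD BRG1, gave a ratio of 3.61 in favour of NanogWT-only FLAG regions after the same matching. FLAG and BRG1 peaks therefore went together within each arm, in the arm with the shorter BRG1 list too, and the comparison does not decide whether depth made the NanogBiD list longer. A difference in cells or preparation shared by all libraries of an arm was not tested, since arm and library coincide.

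FLAG changes correlated more with H3K27ac changes, at 0.301 across 22785 regions, than with BRG1 changes, at 0.219 across 22084 regions. The sets of regions differed, so this order was not examined on common regions. A shared change of active chromatin that moves every antibody alike was tested at 14844 regions with peaks in all 8 lists. The rank correlation of FLAG and BRG1 was 0.184 there and 0.113 given both marks (0.110 to 0.120 when each chromosome was left out), or 61.4% of the plain value. This is above the limit set in advance, so the marks as measured do not carry the whole correlation. Noise in the mark heights weakens such a correction and accessibility itself was not analysed here, so a shared change could still contribute.

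AP-1, octamer and SOX matches were more frequent at NanogBiD-only than at NanogWT-only summits, although AP-1 sites are typical of fibroblasts. The classes differed in base composition, with median GC contents of 41.6% and 44.6% in the windows. Within deciles of GC content the ratio of AP-1 shares was 1.87, against 1.80 without matching, so base composition does not account for the AP-1 difference. For the octamer the ratio fell from 2.22 to 1.87 and for SOX from 1.41 to 1.28, so base composition went with 28.7% and 31.4% of these gaps and left the rest. More precise placement of NanogBiD-only summits would raise every enriched motif, but the ratio for TEAD was 0.758. The OCT-SOX counts are too small to rank beyond their order. A different choice of sites by the fusion, with fewer TEAD sites and more AP-1 and octamer sites, may be a candidate explanation, found and tested on the same data.

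All 11 summits inside the Nanog gene (mm10 chromosome 6, 122707489 to 122714633) lay in exons, which make up 30.9% of the gene. They fell at only 2 places, exon 2 and exon 4, and recurred across antibodies, so they are not independent. Exon 2 had a peak in 4 of 4 NanogWT libraries and in 0 NanogBiD libraries. Exon 4 had one in 4 NanogWT and 3 NanogBiD libraries, with heights of 23 to 47 and 9 to 20 tags. Reads from the introduced Nanog cDNA may be their source, in which case they do not report on the endogenous gene. For comparison, the gene that donated the fused domain, Ss18, had 6 FLAG summits in NanogBiD and 1 in NanogWT, and 0 of the NanogBiD summits lay in its first 3 exons.

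Near Pou5f1 (mm10 chromosome 17, 35506018 to 35510772), some summits were tall for their low score. In NanogBiD H3K4me1 the tallest summit of the list, 78 tags with a score of 64.9, was at this locus, and NanogBiD BRG1 had one of 67 tags with a score of 70.2. Of 126 peaks across the lists that were in the top 1% of height and below the median score of their list, 3 lay at the locus, in libraries of both arms. These 3 summits lay outside the gene body. Per the methods of the study, the fibroblasts carried a reporter allele for Oct4, the product of Pou5f1. Extra copies of the locus, such as those of a reporter transgene, could give this pattern. The sequence of the reporter was not examined, the locus was picked for the pattern, and the test cannot decide. Peaks there were absent from both H3K27ac lists and from NanogWT BRG1.

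The highest score of any list, 1938, belonged to NanogBiD BRG1 at chromosome 17 from 39842926 to 39848911. A peak at this position ranked first in 3 lists, among the first 4 in 7 of 8, and at place 27 in NanogWT FLAG. The position was taken to be ribosomal DNA when these ranks were computed. It ranked high with every antibody in both arms, so its score does not speak for BRG1 in particular. No biological explanation was tested.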
